A study of Mus musculus with 8 samples. Its data were reported in "Lung endothelium exploits susceptible tumor cell states to instruct metastatic latency" (2024).

How the data were processed

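RNA was profiled in 8 libraries of cultured 4T1 cells, 4 treated overnight with SKL2001 and 4 treated overnight with SKL2001 and decitabine. Groups and replicate numbers came from the sample titles (Ctrl replicates 1 to 4, Hypo replicates 2 to 5). Per the study's methods, polyadenylated RNA was purified, converted to stranded paired-end libraries and sequenced, reads were trimmed and aligned with STAR to the GRCm38 mouse genome, and reads per gene were counted with STAR's counting mode. The submitters' processing notes name STAR, HTSeq, DESeq2, bcl2fastq and GRCm38. Whether counting used the strand is not given in the sources used here, so reads of overlapping antisense genes may not be told apart. Nothing in the sources used here says whether the libraries of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical.

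The authors deposited a table of their DESeq2 results for 23606 genes and a table of variance-stabilized values for 27336 genes, of which 23215 are in both. The first holds, per the file headers, a mean expression, the log2 fold change of Hypo over Ctrl with its standard error, the Wald statistic, the p-value and the adjusted p-value, and normalized counts per library. These normalized counts are a signal that the authors obtained by dividing reads by a size factor. In each library 100% of the values were whole multiples of 1 read's worth within a tolerance of 0.01, so whole reads could be recovered. The recovered totals were 32390194, 37500557, 36244836 and 39388394 reads in Ctrl replicates 1 to 4 and 27486245, 36312678, 34855080 and 33141831 in Hypo replicates 2 to 5. The deposited transformed values are on a log2-like scale and rise with the normalized count without exception. A count of 0 has the value 7.08, a normalized count of 10 the value 7.47 and one of 100 the value 8.29, so differences of low genes are compressed. The deposited mean expression differed by over 10% from the mean of the 8 libraries in 69.6% of genes. The authors' fit may thus have held further libraries, which is not known here, and the mean of the 8 libraries was used instead.

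The test of each gene was limma 3.58.1 (empirical Bayes with trend, two-sided, Benjamini-Hochberg adjustment) on the deposited transformed values in R 4.3.3, for the 15746 genes in both tables with a mean normalized count of at least 10. Genes were called at an adjusted p below 0.05, and also with an absolute difference above 0.58. Levels are normalized counts as mean ± SD, and folds are ratios of group means. Positions are those of the GENCODE annotation of GRCm38 that matches the study's annotation release. Reads are not independent molecules, so depth covers counting error only.

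Before the data were examined, 25 gene lists were fixed. The study printed 6 of them (canonical Wnt, non-canonical Wnt, Wnt pathway, EMT, extravasation, stemness and dormancy), not from these samples, and 19 are textbook lists: Wnt target, EMT transcription factor, epithelial, DNA methylation machinery, germline, imprinted, interferon response, antigen presentation, p53 and DNA damage, S phase, G2/M phase, integrated stress response, inflammatory cytokine, heat shock, mitochondrial-encoded, replication-dependent histone, and fibroblast, immune cell and endothelial markers. Members were matched by gene symbol, and members given under the older names Wisp1 (Ccn4), Gpr124 (Adgra2) and Znf469 (Zfp469) were matched only after the data were seen; leaving them unmatched is an alternative added then. Lists were tested with camera (preset correlation 0.01, and an estimated correlation beside it) and fry, and their mean values per library with an exact permutation test over all 70 relabelings, whose smallest p is 0.029. The genes named were drawn from a set fixed by rule. It held the 12 largest rises and 12 largest falls among changed genes whose groups did not overlap. Names of predicted genes, RIKEN genes and pseudogenes were left out of these. The set also held the 4 members of each list with the smallest p, and a set of Wnt, EMT, methylation and cell cycle genes. Of its 126 tested genes the text names 103, so examples of a list can be fewer than its 4. No rule for leaving genes out was fixed.

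Alternatives fixed before the data were examined were no filter and a minimum of 50, leaving out each library, the replicate number as a block, median centering, quantile normalization, limma without trend, array weights, log2 of the normalized count plus 1 or plus 5, and the authors' deposited results. After seeing the data, edgeR 4.0.16 (quasi-likelihood, TMM, the authors' size factors, or no filter) and DESeq2 1.42.0 on the recovered reads, removal of GC and length trends, the stress response score as a covariate, leaving out Ctrl replicate 3 with Hypo replicate 4, and a filter on the deposited mean expression were added. The limma fit and the edgeR fit, and no other, were tested on simulated data for Hypo against Ctrl over 15746 genes with 200 changed genes: of 67 genes changed 2-fold each recovered 58, of 67 changed 1.5-fold 49, and of 66 changed 4-fold 63, with 15 false calls in limma and 16 in edgeR. The simulated changes were fewer than in the data, fell on random genes and were balanced in direction. They do not test calls where low genes mostly rise. No pair of replicates agreed within sampling noise: chi-square per gene was at least 4.52, over genes with at least 20 reads in the pair.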

Results

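The data are RNA sequencing profiles of 4T1 cells, a mouse mammary carcinoma line that metastasizes to the lung. All cells received SKL2001 overnight, a compound described as stabilizing β-catenin, the mediator of canonical Wnt signaling. One group received SKL2001 alone (Ctrl, n = 4), and the other received SKL2001 with decitabine, a nucleoside that depletes DNA methyltransferases and thereby lowers DNA methylation (Hypo, n = 4). The libraries held between 27486245 reads (Hypo replicate 2) and 39388394 reads (Ctrl replicate 4) assigned to genes. The comparison asks how cells with reduced DNA methylation respond to a canonical Wnt signal. No group without SKL2001 was analyzed here, so the values compare decitabine with no decitabine in cells that all received SKL2001. They do not separate the response to SKL2001 or show whether the pathway was active.

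Many genes of low expression were higher in hypomethylated cells. In Hypo 29 of 32 germline genes (41 of 56 without a filter on low genes), 31 of 51 interferon response genes and 12 of 21 antigen presentation genes rose, while abundant genes such as Thbs1, Vim and Myc fell. The test of these 3 lists against other genes was passed with a preset correlation and not with an estimated correlation (adjusted p = 0.22, adjusted p = 0.22 and adjusted p = 0.60). The canonical Wnt gene list as a whole did not pass its test of a difference between the groups. Of 15746 genes tested with limma, 3597 changed at an adjusted p below 0.05, of which 2219 rose and 1378 fell in Hypo. The number that fell was 881 without Ctrl replicate 1, 2095 without Ctrl replicate 3, 852 without Ctrl replicate 4 and 862 without Hypo replicate 3. With an additional absolute difference above 0.58 on the transformed scale, 380 genes were called, of which 364 rose and 16 fell. The study set this threshold on log2 fold changes, and the transformed scale compresses low genes: on log2 scales of the normalized count plus 1 or plus 5 it gave 1592 genes (1470 rose and 122 fell) and 1571 genes (1450 rose and 121 fell). The 4 Hypo values lay wholly above or below the 4 Ctrl values in 3222 of the 3597 changed genes and in 25.7% of all tested genes, where chance gives 2.86%. The share of changed genes that rose was 61.7%, but it was 48.1% after quantile normalization (1818 rose and 1962 fell) and 45.5% after removal of trends with GC content and length (1916 rose and 2295 fell), so the balance of directions depended on the scaling.

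**Figure D1:**
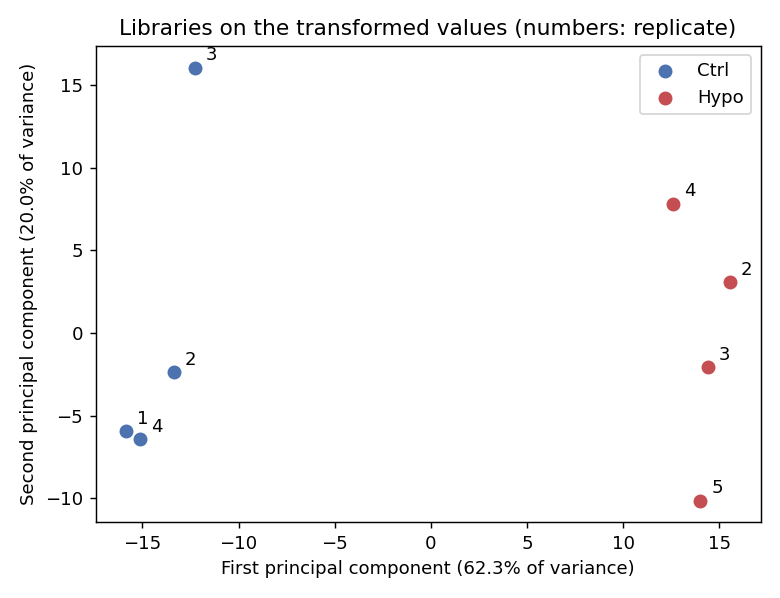
First and second principal components of the transformed values of the 15746 tested genes, with 1 point per library, colored by group and numbered by replicate. The first component (62.3% of the variance) parts the 4 Hypo from the 4 Ctrl libraries, and on the second (19.97%) Ctrl replicate 3 lies at 16.1, apart from the other Ctrl libraries.

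Most of the 12 largest rises began at a Ctrl mean below 10 normalized counts, and those of AI506816, Lypd5, Cstpp1 and Col6a5 began higher. Tex19.1, a germline gene that protects against retrotransposons (ENSMUSG00000039329, chromosome 11, 121146143 to 121148319, GRCm38), went from 0.661 ± 0.836 to 489 ± 155 normalized counts (SD, n = 4). Tuba3b, a testis-type alpha-tubulin (chromosome 6, 145615757 to 145621479), went from 0.214 ± 0.427 to 432 ± 117, and Acss3, a mitochondrial acyl-CoA synthetase, from 0.910 ± 0.703 to 494 ± 62.1. Bglap3, an osteocalcin family gene, went from 2.96 ± 0.848 to 657 ± 39, Wdr49 from 3.60 ± 1.57 to 606 ± 16.4, Tmc3 from 5.33 ± 2.67 to 632 ± 68.3, and the dipeptidase gene Dpep1 from 3.93 ± 1.56 to 476 ± 92.2. The largest difference on the transformed scale belonged to AI506816, a long noncoding RNA (ENSMUSG00000105987, chromosome 5, 23698296 to 23712667), which rose from 236 ± 27.7 to 3337 ± 436 counts, a difference of 2.94 ± 0.08 (SE) with a limma adjusted p of 4.4e-10. Cstpp1 (29.7 ± 6.85 to 1039 ± 232), the collagen gene Col6a5 (19.4 ± 4.29 to 705 ± 67.4), Tm9sf5 (7.55 ± 1.57 to 568 ± 47.8) and Lypd5 (51.7 ± 11.2 to 941 ± 277) completed the 12 largest rises.

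The largest falls were smaller on the transformed scale than the largest rises. Thbs1, which encodes the secreted matrix protein thrombospondin-1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133), fell from 36021 ± 6699 to 16383 ± 2009 normalized counts (SD, n = 4), a 2.20-fold fall with a transformed difference of -1.11 ± 0.13 (SE) and an adjusted p of 6.0e-05 in limma. Sorbs2, an actin-linked adaptor gene, fell 2.05-fold, the homeobox gene Hoxa5 1.98-fold, Ccn4, a matricellular gene described as a Wnt target, 1.89-fold, and Cited2, a transcriptional co-regulator gene, 1.72-fold. The others were Ctsw (1.90-fold), the linker histone gene H1f0 (1.58-fold), the zinc transporter gene Slc39a11 (1.76-fold), the histone variant gene H2ax (1.64-fold), Lce1g (3.04-fold), the serine protease gene Prss23 (1.61-fold) and the metalloproteinase gene Adam12 (1.63-fold).

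**Figure D2:**
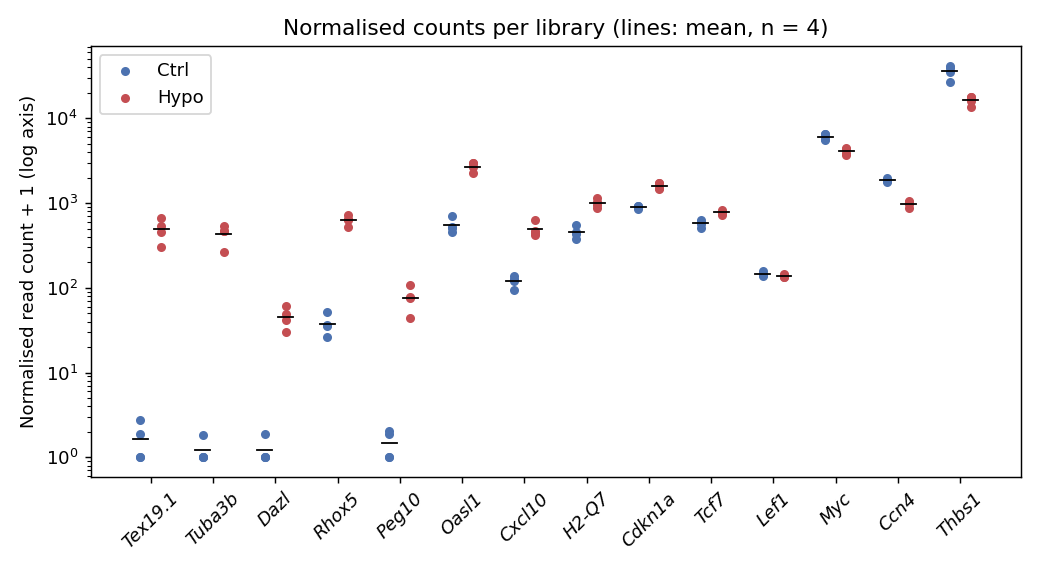
Normalized read counts plus 1 per library on a log axis for 14 genes in the 4 Ctrl and 4 Hypo libraries, with lines at the group means. Tex19.1 goes from a mean of 0.661 to 489 counts, while Lef1 is at 145 and 139 and Thbs1 falls from 36021 to 16383.

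Wnt genes moved in both directions. Of the 35 tested members of the canonical Wnt list, 5 rose, 5 fell and 25 did not pass the test (6 and 5 adjusted over the list alone). Jag2, a Notch ligand gene, rose 1.38-fold and Wnt6 went from 37.9 ± 9.65 to 127 ± 38.9 normalized counts (SD, n = 4), whereas Myc fell 1.48-fold (6070 ± 522 to 4111 ± 393) and Ccnd2, which encodes cyclin D2, fell 1.28-fold. The canonical Wnt score, the mean transformed value over the list, was 10.74 ± 0.02 in Ctrl and 10.74 ± 0.03 in Hypo, a difference of 0.0086 with p = 0.63 (exact permutation test, two-sided, n = 4 per group). Its sign turned in several alternatives, and without Hypo replicate 5 the difference was -0.0028. The camera test, which compares a list with the other tested genes, was not passed either (adjusted p = 0.78), and it pointed down, opposite to the mean and median differences of the list.

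Among the textbook Wnt targets, 7 of 20 tested genes rose and 3 fell, among them Ccn4 and Myc (8 and 5 adjusted over the list alone), with a camera adjusted p of 0.99 for a fall. Ccn4 was matched to its older name only after the data were seen: without that matching 7 of 19 rose and 2 fell, and camera pointed up (adjusted p = 0.71; 0.71 to 0.996 over all alternatives). At a minimum count of 50, 4 of 17 rose and 3 fell, and after quantile normalization 4 rose and 7 fell. Tcf7, a transcription factor gene of the pathway, rose 1.36-fold from 576 ± 48.3 to 784 ± 42.2 normalized counts (SD, n = 4), and Bambi rose from 21.6 ± 6.65 to 54.1 ± 8.83. Lef1 stood at 145 ± 9.51 and 139 ± 5.13 counts and did not pass the test (limma adjusted p = 0.72), but was called lower in Hypo after quantile normalization (adjusted p = 0.029, range 0.029 to 0.94 over all alternatives). Axin2, a common reporter of canonical Wnt activity, lay between 0.855 and 8.73 counts in all 8 libraries, below the level required for testing, and for Nkd1 no normalized counts were analysed here. The broader Wnt pathway list held 11 genes that rose and 24 that fell among 118 tested (13 and 25 adjusted over the list alone), including Wnt10b (80.1 ± 7.30 to 165 ± 16.8) and Wnt9b (3.34 ± 2.37 to 29.9 ± 4.31) upward and Prkca, a protein kinase C gene, downward by 1.35-fold. The number that fell was 13 without Ctrl replicate 1, 9 without Ctrl replicate 4, 12 without Hypo replicate 2, 9 without Hypo replicate 3 and 14 without Hypo replicate 4, beside 10 or 11 that rose, and without a filter on low genes 17 rose and 20 fell of 135. Its camera adjusted p was 0.045 for a fall relative to other genes, and the adjusted p was 0.60 with an estimated correlation. Leaving out Ctrl replicate 1, 3 or 4 or Hypo replicate 2, 3 or 4 ended this call, with adjusted p of 0.057, 0.059, 0.077, 0.053, 0.063 and 0.082 (0.021 to 0.83 over all alternatives), as did a minimum count of 50, quantile normalization, limma without trend, array weights, removal of GC and length trends and leaving out both Ctrl replicate 3 and Hypo replicate 4. Of 29 non-canonical Wnt genes, 2 rose and 4 fell (3 and 5 adjusted over the list alone; camera adjusted p = 0.17), but only 1 fell without Ctrl replicate 1, Ctrl replicate 4 or Hypo replicate 3, and 2 without Ctrl replicate 2, Hypo replicate 2 or Hypo replicate 4, after quantile normalization (1 rose) or without a filter (3 of 32 rose). Mapk10, a stress kinase gene, rose from 19.24 ± 5.91 to 124 ± 15.8 and the matrix gene Cthrc1 1.98-fold, while the chromatin remodeler gene Chd7 fell 1.35-fold and the filamin gene Flna 1.12-fold.

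Genes of epithelial-to-mesenchymal transition (EMT) did not move as one group. Of 311 tested EMT genes, 65 rose and 63 fell (74 and 73 adjusted over the list alone; camera adjusted p = 0.41). Tropomyosin gene Tpm2 rose from 77.4 ± 15.2 to 719 ± 113 normalized counts (SD, n = 4) and Il18r1 from 8.59 ± 4.06 to 93.4 ± 7.61. Vim, which encodes the mesenchymal filament vimentin, fell 1.41-fold from 18238 ± 495 to 12971 ± 477, with a limma adjusted p of 1.0e-05. Of 6 EMT transcription factor genes, 2 rose and 1 fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.96), and 1 of 4 rose at a minimum count of 50. Zeb1 rose from 16.8 ± 2.03 to 51.8 ± 12.2 and Klf4 1.29-fold, and Zeb2 fell 1.51-fold. Twist1 (501 ± 26.1 and 439 ± 26.0) and Snai1 (641 ± 78.9 and 571 ± 51.4) did not pass the test (limma adjusted p = 0.096 and 0.28). Twist1 was called lower in Hypo in the authors' deposited table (adjusted p = 0.038), after quantile normalization, with array weights and after removal of GC and length trends (0.014 to 0.39 over all alternatives), and Snai1 with array weights (adjusted p = 0.018, range 0.018 to 0.57 over all alternatives).

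Of 27 epithelial genes, 4 rose and 4 fell, also when adjusted over the list alone (camera adjusted p = 0.75), and 2 fell without Ctrl replicate 4 or without Hypo replicate 3. The epithelial transcription factor genes Grhl2 and Elf3 rose 1.43-fold and 1.57-fold, the keratin gene Krt7 fell 1.46-fold, and Cdh1, which encodes E-cadherin, stood at 24525 ± 1013 and 23137 ± 961 counts (SD, n = 4) and did not pass the test. In the stemness and dormancy list, 4 of 9 genes rose and 1, Myc, fell, the same counts as when adjusted over the list alone (camera adjusted p = 0.32). Prom1 rose from 4.30 ± 3.68 to 46.9 ± 11.3 and Epcam 1.23-fold. In the extravasation list, 2 of 13 genes rose and 3 fell (3 and 4 adjusted over the list alone; camera adjusted p = 0.96). Junctional adhesion gene Jam3 rose from 2.57 ± 2.51 to 23.6 ± 4.90 and the integrin gene Itga3 fell 1.21-fold. The counts depended on the filter: without one 5 of 18 rose, 3 fell and camera pointed up (adjusted p = 0.44; 0.44 to 0.999 over all alternatives), while at a minimum count of 50 the 2 that rose, Jam3 and Mmp2, were not tested and 3 of 10 fell.

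Germline genes showed the clearest list change. Of 32 tested members, 29 rose and none fell, also when adjusted over the list alone, and the camera adjusted p was 1.8e-24 (adjusted p = 0.22 with an estimated correlation). Of the 32, 25 had a Ctrl mean below the minimum of 10 normalized counts and were tested because of their Hypo level, and 24 of these rose, so the change itself partly decided which members were tested. Without a filter 41 of 56 rose (45 adjusted over the list alone), and at a minimum count of 50, 9 of 10. The germline score rose from 7.35 ± 0.01 in Ctrl to 8.11 ± 0.12 in Hypo (SD, n = 4), and all 4 Hypo libraries lay above all 4 Ctrl libraries. Rhox5, an X-linked homeobox gene (chromosome X, 37804842 to 37808876), rose from 36.7 ± 10.8 to 627 ± 86.4 normalized counts. Xlr3a rose from 4.73 ± 1.1 to 95.5 ± 10.6 and Dazl, which encodes a germ cell RNA-binding protein, from 0.226 ± 0.453 to 44.5 ± 12.9. Xlr3a, Tuba3b and the Rhox genes have close copies in the genome, so reads may be divided among copies.

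Of 23 tested imprinted genes, 5 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.58), and 4 fell without Ctrl replicate 3. Without a filter on low genes 10 of 32 rose, and at a minimum count of 50, 2 of 20 rose and camera pointed down (adjusted p = 0.99; 0.18 to 0.99 over all alternatives). Peg10 rose from 0.473 ± 0.550 to 75.5 ± 26.2 normalized counts (SD, n = 4), Peg3 from 0.483 ± 0.559 to 29.6 ± 7.14, Cdkn1c from 8.10 ± 2.64 to 54.6 ± 13.3 and H19 from 46.7 ± 9.90 to 194 ± 45.7. In the DNA methylation machinery, 3 of 18 genes rose and 3 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.80), and 5 fell without Ctrl replicate 3. The methyl-CpG-binding gene Mbd1 rose 1.45-fold, Tet3 fell 1.18-fold and Dnmt1, the maintenance methyltransferase gene, rose 1.14-fold with a limma adjusted p of 0.019. Dnmt3a (1219 ± 55.7 and 1101 ± 33.9), Dnmt3b (312 ± 40.4 and 329 ± 47.8) and Uhrf1 (7247 ± 782 and 7568 ± 72.5) did not pass the test. Dnmt3a was called lower in Hypo in the authors' deposited table (adjusted p = 0.036), without Ctrl replicate 3 (adjusted p = 0.049) and with array weights (adjusted p = 0.022, range 0.022 to 0.38 over all alternatives).

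Of 51 tested interferon response genes, 31 rose, 20 did not pass and none fell (37 and none adjusted over the list alone), with a camera adjusted p of 8.3e-13 (adjusted p = 0.22 with an estimated correlation). Without Ctrl replicate 3, 38 rose and 2 fell. Oasl1, an antiviral interferon-stimulated gene (chromosome 5, 114923240 to 114937915), rose 4.91-fold from 550 ± 111 to 2700 ± 333 normalized counts (SD, n = 4). The chemokine gene Cxcl10 rose 4.14-fold and the guanylate-binding protein genes Gbp7 and Gbp3 rose 2.18-fold and 1.89-fold. In antigen presentation, 12 of 21 genes rose and 1 fell (13 and 1 adjusted over the list alone; none fell without Ctrl replicate 2 or 4 or Hypo replicate 2 or 4), with a camera adjusted p of 8.1e-04 (adjusted p = 0.60 with an estimated correlation). The MHC class I genes H2-Q7, H2-Q6, H2-T23 and H2-T22 rose 2.21-fold, 1.88-fold, 1.66-fold and 1.52-fold, and as near copies of one another they may share reads. Of 25 tested members of the inflammatory cytokine list, 11 rose and 1 fell, also when adjusted over the list alone. The camera adjusted p was 0.0082 (adjusted p = 0.70 with an estimated correlation). Il33 rose from 24.7 ± 6.21 to 138 ± 10.05, Il11 2.31-fold and Birc3, a list member that is not itself a cytokine gene, 1.59-fold. Csf1 fell 1.44-fold. Without Hypo replicate 4 the cytokine list no longer passed (adjusted p = 0.10; 5.8e-04 to 0.10 over all alternatives) and 2 genes fell.

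**Figure D3:**
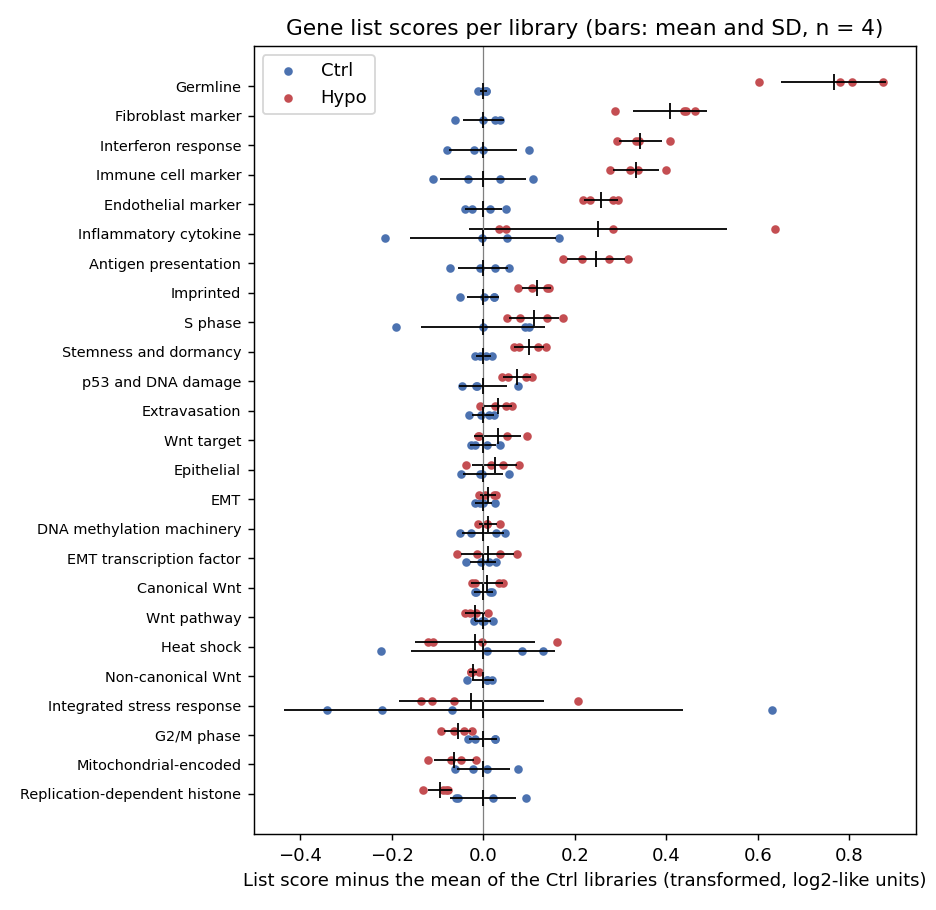
Score of each of the 25 gene lists per library, as the mean transformed value of its tested members minus the mean of the 4 Ctrl libraries, with bars at the mean and SD of 4 libraries. The germline score shows the largest difference (0.77), and the canonical Wnt scores of both groups overlap around a difference of 0.0086.

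Cell cycle lists moved in opposite directions by small amounts. Of 42 S phase genes, 9 rose and 1 fell, also when adjusted over the list alone, with a camera adjusted p of 0.0094 (adjusted p = 0.70 with an estimated correlation). The replication genes Cdc45 and Prim1 rose 1.33-fold and 1.28-fold. Without Ctrl replicate 3, whose stress genes stood apart as described next, the S phase list no longer passed (adjusted p = 0.25; 1.3e-06 to 0.25 over all alternatives) and 2 genes fell. The list did not pass with array weights or without both Ctrl replicate 3 and Hypo replicate 4. Of 51 G2/M phase genes, 6 rose and 10 fell (7 and 14 adjusted over the list alone), with a camera adjusted p of 0.025 for a fall (adjusted p = 0.64 with an estimated correlation). Cdc20 fell 1.43-fold and Tacc3 1.19-fold, Hjurp rose 1.28-fold, and Mki67, a marker of cycling cells, stood at 43013 ± 1377 and 45105 ± 987 counts (SD, n = 4) and did not pass except after quantile normalization, where it was higher in Hypo (adjusted p = 0.035, range 0.035 to 0.67 over all alternatives). Without Ctrl replicate 3, 18 of the list fell. This call ended without Ctrl replicate 1 (adjusted p = 0.057) or without Hypo replicate 2 (adjusted p = 0.087; 0.0013 to 0.87 over all alternatives), at a minimum count of 50 and after removal of GC and length trends. After quantile normalization 11 rose and 7 fell and the camera direction turned upward (adjusted p = 0.87), while the score difference, -0.056 with all libraries, was -0.0036.

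Of 31 p53 and DNA damage genes, 6 rose and 1 fell (6 and 3 adjusted over the list alone; camera adjusted p = 0.66). The number that fell was 5 without Ctrl replicate 3, 2 without Ctrl replicate 4 or Hypo replicate 2, and 0 without Ctrl replicate 1 or 2. The cell cycle inhibitor gene Cdkn1a rose 1.78-fold from 902 ± 38.9 to 1605 ± 139 normalized counts (SD, n = 4), Mdm2 rose 1.25-fold, and Gdf15 and Pmaip1 rose from 1.34 ± 1.58 and 1.34 ± 1.1 to 64.1 ± 25.3 and 22.2 ± 11.6. Of 25 replication-dependent histone genes with values 10 were tested, in libraries selected for poly(A), so total histone RNA was not measured. Of these 10 genes none rose and 4 fell, among them H1f2 (1.78-fold) and H2bc4 (1.59-fold), against 1 and 4 adjusted over the list alone (camera adjusted p = 0.32). At an unadjusted limma p below 0.05, 2 of them rose, and in edgeR none did (0). In limma 1 rose without Ctrl replicate 3 and 2 without Hypo replicate 5, and the list passed camera at a minimum count of 50 (adjusted p = 0.043) and after quantile normalization (adjusted p = 0.031; 0.031 to 0.53 over all alternatives). In the integrated stress response list, 1 of 26 genes rose and 2 fell (1 and none adjusted over the list alone; camera adjusted p = 0.51). Atf3 rose 1.85-fold with overlapping groups and Wars1 fell 1.25-fold. The score of this list was 12.21 in Ctrl replicate 3 and between 11.24 and 11.52 in the other Ctrl libraries. Without Ctrl replicate 3, 8 genes of the list rose and 1 fell, and the score difference was 0.18 instead of -0.026. Its camera direction then turned upward, with an adjusted p of 0.072 (0.053 to 0.87 over all alternatives). Without any other single library 1 rose and 0 or 1 fell. Of 12 heat shock genes 1 rose, Hspb1 (32.1 ± 3.84 to 103 ± 34.3), and none fell (camera adjusted p = 0.78). Of 12 mitochondrial-encoded genes none rose and 1 fell, mt-Rnr2 (1.29-fold; camera adjusted p = 0.48). Counts of both lists were the same adjusted over the list alone. No heat shock gene fell and no mitochondrial-encoded gene rose at an unadjusted limma p below 0.05 (0) or in edgeR (0). Without Ctrl replicate 3, however, 3 heat shock genes and 3 mitochondrial-encoded genes fell, and without Ctrl replicate 2 or Hypo replicate 2 no mitochondrial-encoded gene fell (0). The gene mt-Rnr2 is a ribosomal RNA in libraries selected for poly(A).

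Some markers of other cell types also rose in Hypo, beside the germline and immune gene groups above. Fibroblast markers rose in 3 of 5 tested genes, with Col1a1 up 2.47-fold from 399 ± 32.3 to 985 ± 203 normalized counts (SD, n = 4) and Col1a2 from 32.6 ± 8.55 to 135 ± 42.4, while Pdgfra (2062 ± 182 and 2276 ± 132) did not pass. Endothelial markers rose in 3 of 5 genes, with Cdh5 from 16.2 ± 5.70 to 78.2 ± 10.5 and Tie1 from 11.3 ± 4.39 to 29.2 ± 7.24. The camera adjusted p was 0.013 for fibroblast and 0.015 for endothelial markers (adjusted p = 0.22 for both with an estimated correlation), and the endothelial list did not pass after quantile normalization (adjusted p = 0.064; 0.0074 to 0.064 over all alternatives). Of 4 immune cell markers 2 rose (3 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.11) except without both Ctrl replicate 3 and Hypo replicate 4 (adjusted p = 0.048) or with a filter on the deposited mean expression (adjusted p = 0.016; 0.016 to 0.21 over all alternatives). Ptprc rose from 9.26 ± 1.48 to 35.5 ± 5.55 and Csf1r 2.55-fold, and Lyz2 stood at 20.96 ± 4.69 and 15.6 ± 5.67. After quantile normalization Lyz2 fell (adjusted p = 0.027, range 0.027 to 0.74 over all alternatives), and without a filter 5 of 7 fibroblast markers rose. No marker of these 3 lists fell, nor any germline or interferon gene, in limma with all 8 libraries at an unadjusted p below 0.05 (0) or in edgeR (0), and for fibroblast and endothelial markers the counts were the same adjusted over the list alone. All 5 tested fibroblast markers, 1 immune marker and none of the endothelial markers also belong to another list used here.

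Over all 25 lists, 9 passed camera with the preset correlation, 7 upward and 2 downward. With the correlation estimated from the data none passed (4 had an unadjusted p below 0.05). In fry, which tests whether a list moves one way and does not compare it with other genes, 9 lists passed, but not the same ones. The germline, interferon, antigen presentation, fibroblast and endothelial lists passed both tests. The stemness and dormancy, imprinted, p53 and immune marker lists passed fry alone (adjusted p = 0.0031, 0.0057, 0.032 and 0.0027), and the Wnt pathway, S phase, G2/M and cytokine lists passed camera alone (fry adjusted p = 0.18, 0.18, 0.13 and 0.097). The imprinted list did not pass fry at a minimum count of 50 (adjusted p = 0.86; 0.0014 to 0.86 over all alternatives). The p53 list did not pass it without Ctrl replicate 1, 2 or 4 or Hypo replicate 2, 4 or 5 (adjusted p = 0.061, 0.064, 0.13, 0.088, 0.080 and 0.063; 0.0077 to 0.51 over all alternatives), nor at a minimum count of 50, after median centering or GC and length correction or with the filter on the deposited mean. The extravasation list passed fry upward without a filter (adjusted p = 0.0099) and downward at a minimum count of 50 (adjusted p = 0.027; 0.0099 to 0.99 over all alternatives). No list score passed the exact permutation test after adjustment over the 25 lists: 9 scores reached the smallest p that 4 against 4 libraries allow, 0.029, which adjusts to 0.079. On the log2 scale with pseudocount 1 some list scores did pass, as given below with the other processing choices. The camera direction, the mean and the median difference did not all have the same sign in the canonical Wnt, EMT, extravasation, Wnt target, EMT transcription factor, epithelial, DNA methylation, imprinted and histone lists.

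The direction of change followed the expression level. The tested genes were ranked by mean expression and divided into 4 equal bins. In the lowest bin 1010 genes rose and 62 fell, in the next 720 and 205, then 323 and 423, and in the highest bin 166 and 688. After quantile normalization the lowest bin held 626 that rose and 605 that fell. Over the 27336 genes with transformed values, 368 were listed at 0 reads in all 4 Ctrl libraries and above 0 in all 4 Hypo libraries, and 17 showed the opposite. By chromosome, rising genes were less frequent on chromosome 12 (8.44% of 557 genes against 14.3% elsewhere, Fisher's exact test, two-sided, adjusted p = 8.1e-04). Among genes that rose by more than 0.58, chromosome 12 was lower again (7 genes, 1.26% against 2.35%) but did not pass (Fisher's adjusted p = 0.45). It passed at the study thresholds in the authors' deposited table (5.88% against 9.31%, Fisher's adjusted p = 0.0022). The X chromosome did not pass for all rising genes (13.5% against 14.1%, adjusted p = 0.98), but among genes that rose by more than 0.58 it held a higher share (5.43% against 2.21%, adjusted p = 0.0018).

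**Figure D4:**
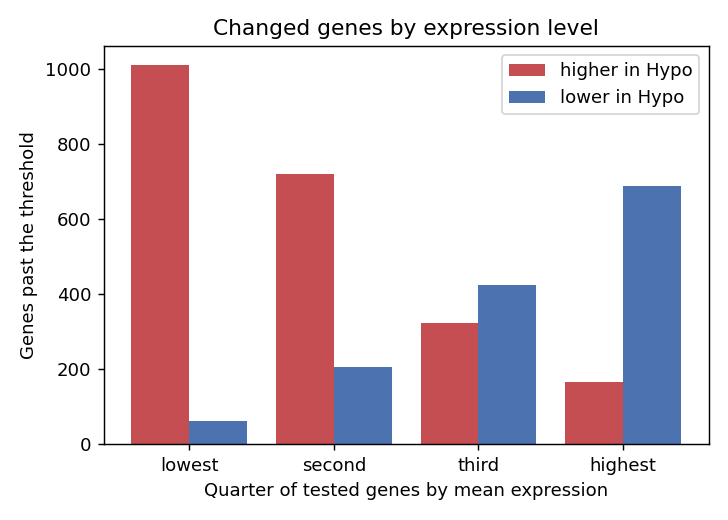
Number of genes past the threshold in each of 4 equal bins of the tested genes by mean expression over the 8 libraries, separated into genes higher and lower in Hypo. Rising genes go from 1010 in the lowest to 166 in the highest bin, and falling genes from 62 to 688.

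The transformed scale compresses differences of low genes, so counts at a fixed difference are lower than on a log2 scale. The authors' deposited table held 2298 genes at an adjusted p below 0.05 and an absolute log2 fold change above 0.58, of which 2166 rose and 132 fell. Of the 3597 genes changed in limma, 3343 also had an adjusted p below 0.05 in the authors' deposited table. edgeR's quasi-likelihood test on the recovered reads, an alternative chosen after seeing the data, called 3690 of 15872 genes at an adjusted p below 0.05 and 1601 at the additional threshold.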

Values the study reported

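The study reported overnight treatment with SKL2001 for control samples and with SKL2001 and 1 µM decitabine for hypomethylation samples.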

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

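The tests of library depth, of the scaling of all changed genes and of other cell types were chosen after the results were seen. The tests of the scaling of low genes, of genomic DNA and of shared sequence were fixed before theirs were seen, but the test of an even addition per kb was added once the first test of genomic DNA had come out.

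Low genes rose in Hypo, and fewer genes stood at 0 reads: 570 to 933 of 23606 in the Hypo libraries against 1456 to 1837 in the Ctrl libraries. Thinning argues against depth as the cause, because with every library thinned to 27486245 reads the lowest Ctrl library still held 881 more genes at 0 than the highest Hypo library. Scaling stays open: among changed genes of the lowest of 4 equal expression bins, 94.2% rose, and 80.6% to 93.7% did under 3 other scalings. Quantile normalization brought this to 50.9% (exact binomial interval 48.0% to 53.7%). It gives all libraries one distribution and would also remove a real difference of low genes, so its result cannot tell these apart. Over all changed genes the lowest share under these scalings was 45.5%. Genomic DNA in the Hypo libraries stays open. Of 462 genes with at least 3 kb of exon and a Ctrl mean below 1, only 1.52% were not higher in Hypo (28.6% of 49 genes in the mirror test). This share lay on the side set in advance for DNA. Choosing genes by a low Ctrl mean favors a higher Hypo mean, however, and the share also depends on which genes the table lists. It does not show that DNA was the cause. The median rise per kb over the whole lowest bin was 19.9% of that of its risen genes, which decides nothing on an even addition of DNA reads because those genes were chosen by their rise, and a loss of DNA methylation remains an untested biological explanation.

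Some markers of immune cells (2 of 4, in a list that did not pass camera), fibroblasts (3 of 5) and endothelial cells (3 of 5) rose in Hypo, which could come from other cells in the cultures. The levels of abundant transcripts, listed after the calls were seen, argue against macrophages, on few genes, and are mixed for fibroblasts. For endothelial cells they cannot decide, because all those used had higher means in Hypo. Kdr went from 1.64 ± 1.03 to 11.1 ± 1.89 normalized counts and Pecam1 from 16.1 ± 8.42 to 19.9 ± 2.88 (SD, n = 4). The third, Tie1, is also one of the endothelial markers counted as rising. Immune cells other than macrophages were not checked. Several listed transcripts, among them Tyrobp, Ctss, Col3a1, Lum, Cldn5 and Emcn, were not among the genes with normalized counts. Abundant macrophage transcripts of low Ctrl level (Lyz2, Fcer1g and Laptm5) had a median change of -1.36 normalized counts against a rise of 26.2 for Ptprc. For fibroblasts the median rise of Col1a2, Dcn, Mgp and Fstl1 was 3.96 against 586 for Col1a1, although Col1a2 alone rose by 102 and Postn, left out for its high Ctrl level, by 783.5, and for endothelial cells that of Pecam1, Kdr and Tie1 was 9.43 against 62.0 for Cdh5, although Egfl7, left out for its high Ctrl level and not called, differed by 88.2. Expression of these genes by the tumor cells themselves remains open, and no biological explanation was tested.

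Genes that have normalized counts but no transformed value were not part of the comparisons above, and some of them were far above the Ctrl level. Gm10800 held 1622 ± 419 normalized counts in Hypo and 35.2 ± 11.4 in Ctrl (SD, n = 4), Gm26870 405 ± 32.8 and 4.05 ± 1.37, Gm10801 148 ± 29.2 and 3.65 ± 1.81, and Gm21738 133.5 ± 21.9 and 4.33 ± 1.93. Of 126 such genes tested by edgeR, 9 rose and 8 fell, and several of the risen ones lie close together at chromosome 9 (Gm26870 at 3000282 to 3038313, Gm10718 at 3023547 to 3025218) or chromosome 2 (Gm10801 at 98662237 to 98664083, Gm10800 at 98666547 to 98667301). The risen genes shared a median of 37.6% of their 31-base words with one another. A430078G23Rik, Gm26606 and 4930552P12Rik shared 0%, and the others from 33.8% (Gm10801) to 76.6% (Gm10718), so reads may be divided among these others. Sequence elsewhere in the genome was not compared. The values thus do not settle whether the reads came from these genes or from like sequence elsewhere.

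Single libraries lay far from the others of their group in 5 of 264 groups of values, where chance gives about 1 in 20. The fibroblast marker score of Hypo replicate 4 was 8.94 against 9.09 to 9.11. Jag2 in Ctrl replicate 2 was 1629 normalized counts against 1542 to 1555, and Bambi in Ctrl replicate 3 was 11.8 against 23.5 to 25.6. Tuba3b in Ctrl replicate 4 (0.855) and Dazl in Ctrl replicate 3 (0.906) were the only Ctrl libraries with a read of those genes.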

How the results depend on the processing

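The edgeR and DESeq2 fits, the GC and length correction, the stress score covariate, the omission of 2 libraries together, the filter on the deposited mean and leaving older gene names unmatched were chosen after seeing the data. Of the 93 named genes that changed, none turned its direction, and between 81 and 93 of those tested kept their call in each alternative fit except the stricter filter (78 of 78) and the filter on the deposited mean (89 of 89). Named genes that had not passed gained a call in 4 cases after quantile normalization (Lef1, Twist1, Mki67 and Lyz2), 3 with array weights (Twist1, Snai1 and Dnmt3a), 2 in the authors' deposited table (Twist1 and Dnmt3a), 1 after GC and length correction (Twist1) and 1 without Ctrl replicate 3 (Dnmt3a). Without single libraries the genes changed ranged from 2665 to 4838 (highest without Ctrl replicate 3), those at the study thresholds from 363 to 414, the share that rose from 56.7% to 68.4%, the lists changed from 7 to 9, the canonical Wnt score difference, also without both Ctrl replicate 3 and Hypo replicate 4, from -0.0028 to 0.023, and the genes at 0 in one group from 450 to 528. Without both these libraries 4885 genes changed. Array weights gave 5952 genes. With the replicate number as a block, 1609 genes changed (1605 over all 8 libraries), of which 79.9% rose in both fits, and the canonical Wnt score difference was -0.0090. Residuals of libraries with the same number correlated at -0.11, -0.21 and -0.17, so equal numbers do not pair the samples. The Hypo library with the highest correlation to Ctrl replicates 2, 3 and 4 was replicate 3, 4 and 5 in turn. A pairing in another order is thus not excluded, and no fit used such pairs. The share that rose was 72.2% without a filter, 51.1% at a minimum of 50, 48.1% after quantile normalization and 45.5% after GC and length correction. The genes at the study thresholds were 250 at a minimum of 50, 1592 and 1571 on log2 scales with pseudocounts 1 and 5, 1601, 1606 and 2691 in edgeR with TMM, the authors' size factors and no filter, 1582 in DESeq2 and 2298 in the authors' deposited table, which holds 4550 genes with no fold threshold; the transformation compresses low genes. The canonical Wnt score difference was also negative after median centering (-0.0027) and GC and length correction (-0.019). No list passed with an estimated correlation (0), and 15 list scores passed on the log2 scale with pseudocount 1. Quantile normalization turned the camera direction of the G2/M list, not its score difference (-0.0036, adjusted p = 0.87; range over alternatives 0.0013 to 0.87). Allowing 1 library to differ gave 1925 genes at 0 in one group, and without a filter 16.3% of rising genes lay in the lowest of 4 expression bins. There were 3 chromosomes past the threshold in the authors' deposited table. Rising genes were less frequent there on chromosome 12 and on chromosome 2 (6.85% against 9.37% for chromosome 2, Fisher's adjusted p = 0.0022). The X chromosome there held 7.25 percentage points more rising genes than elsewhere (3.22 at the study thresholds in limma). The gene Dnmt3b, not called, was negative without Ctrl replicate 3 (-0.0048), after quantile normalization (-0.033), with array weights (-0.021) and without both libraries (-0.051), with a highest value of 0.10 without Hypo replicate 2. The gene Uhrf1, not called, ranged from -8.19e-05 without both libraries to 0.11 without Ctrl replicate 4. Depth limits the lowest genes, such as Axin2, which was not tested. Except where stated, the cause was not tested.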

Other observations

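The tests in this part were chosen after the calls were seen, except the counts over other splits of the libraries, and genes named only here were chosen after their values were seen.

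Genes sharing a name stem were compared with all other tested genes, over 247 stems with at least 8 tested genes. The comparison was not matched for expression, although 1010 of 3936 genes rose in the lowest expression bin and 688 of 3937 fell in the highest. Genes near 0 in Ctrl, such as Prl8a9, were tested only because of their Hypo level. Stem results may thus partly follow from expression level and from the filter. Fisher's test also treats the genes of a stem as independent, which related genes may not be, so its p-values may be too small. Prolactin family genes (Prl), which are mostly placental hormones, rose in 8 of 10 cases (Fisher's exact test, adjusted p = 0.0013), for example Prl3d2 from 25.2 ± 13.1 to 277 ± 123 normalized counts (SD, n = 4) and Prl8a9 from 2.96 ± 2.23 to 45.4 ± 16. Axonemal dynein genes (Dnah) rose in 6 of 8 cases (adjusted p = 0.014), collagen genes (Col) in 13 of 31 (adjusted p = 0.014), where 5 fell, and Trim genes in 16 of 46 (adjusted p = 0.021), where 5 fell. Annexin genes (Anxa) fell in 6 of 11 cases (adjusted p = 0.025), among them Anxa1 from 45765 ± 2147 to 33718 ± 3369, and sorting nexin genes (Snx) in 9 of 28 (adjusted p = 0.036), where 2 rose. Genes with the stem H, which joins histone and H2 genes, fell in 14 of 55 cases (adjusted p = 0.025) and rose in 16, but 14 rose and 16 fell after quantile normalization and 13 rose and 14 fell after removal of GC and length trends. The libraries were selected for poly(A), so total histone RNA was not measured. After quantile normalization 8 Prl, 3 Dnah, 11 Col and 13 Trim genes rose and 4 Anxa and 7 Snx genes fell. The median difference of these 6 stems kept its sign under median centering, quantile normalization, removal of GC and length trends and TMM. Xist, the noncoding RNA of X inactivation, rose from 20.52 ± 2.89 to 647 ± 139 counts in this cell line (limma adjusted p = 2.0e-08).

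The second principal component was led by stress genes in Ctrl replicate 3. Of the 100 genes with the highest loading, 15 belong to the integrated stress response list, and Trib3, Ddit3 and Slc7a11 came first. Ctrl replicate 3 lay at 16.1 on this component and the other Ctrl libraries between -6.43 and -2.37, and without Ctrl replicate 3 the genes changed were 4838. The Hypo libraries were spread as well, from -10.14 (replicate 5) to 7.82 (replicate 4), although the stress scores of these 2 were alike (11.47 and 11.52).

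Over the 35 splits of the 8 libraries into equal groups, the real one gave 3597 changed genes and the highest other 807. At the study thresholds the real split gave 380 genes and the highest other 14. Both counts were reached by the real split alone, and 1 of 35 is the smallest share this comparison can give. The other splits mix libraries of both groups, and a difference between cultures other than decitabine could give the same result. For the number of lists changed chance is not excluded: the real split gave 9 and the highest other 10. At least 9 lists changed in 2 splits, the real one included.

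Because Thbs1 and Ccn4 fell, a list of YAP and TAZ target genes was written and tested, with lower activity of these co-activators as the hypothesis. Of 19 tested members 7 fell and 1 rose, with a camera p of 5.7e-04 and p = 0.091 with an estimated correlation. Of the 35 splits, 7 gave as small a camera p, the real one included, and the smallest of the others was 1.0e-06. Chance is thus not excluded and the data do not carry the hypothesis.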
